A study of Synechocystis sp. PCC 6803 with 12 samples.

How the data were processed

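The samples were total RNA from liquid cultures of the cyanobacterium Synechocystis, substrain PCC-M, either wild type or a strain in which the gene ssr3189 had been replaced by a streptomycin resistance cassette. Both strains were sampled in BG11 medium, which contains nitrogen, and after 3 h and 24 h in the same medium without a nitrogen source. The RNA was labelled directly with the dye Cy3, without conversion to cDNA, and each of 12 samples was hybridised to 1 array of a single-colour Agilent design, per the labels' protocols. Labelling RNA directly means that a probe reports the strand it is complementary to and that no reverse transcription step shapes the signal.

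Spot intensity values were produced with Agilent Feature Extraction 10.7.3.1, per the file headers, and were deposited as 1 scanner table per array. The processed signal in these tables is an intensity with the background subtracted and small values raised to a positive floor, and the median signal and local background signal are intensities without that subtraction, per the file headers. Flags for spots well above background, saturated spots and outlier spots were taken from the same tables. A table of log2 values of all 12 arrays was also deposited. Set against the scanner tables, these log2 values correlated with the log2 median signal of the same array across probes with r of 0.9994 to 0.9999, and their column medians lay between 9.67 and 10.27. The offset from the log2 median signal differed between arrays and changed with intensity within an array, by -0.09 to 0.07 from the dimmest to the brightest 25% of the probes. The method of normalization between arrays behind these values and their centring are not given in the sources used here. The direction of the values follows the signal. Because these values follow a signal without background subtraction, fold changes of dim probes are compressed.

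Each array had 62334 spots, of which 61015 were target probes and 1319 were control spots. No target spot was saturated, and 11 outlier spots over the 12 arrays were left out. The log2 processed signal of each target probe was taken, and the 75th percentile over the target probes of that array was subtracted. A probe was tested when it was flagged well above background on both arrays of at least 1 of the 6 groups, which kept 43061 probes (70.6%) and left out 17954. Every probe had 1 spot, so no averaging over spots was needed.

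The scanner tables name nearly all target probes by serial numbers (60866 of 61015), with 142 probes named R_CRISPR and 7 named R_LEADER, and pair none of them with a gene. The unit of the analysis was therefore the probe, as had been laid down for this case before the data were examined. Serial numbers carried no order along the genome that could be seen in the signal, since the correlation between probes with neighbouring numbers was -0.0023 on wild-type replicate 1 with nitrogen. The reference gene table gives locus tags of another substrain and shares no identifier with the probes. The level of ssr3189 itself, its neighbours, the nitrogen-regulated genes chosen beforehand and the gene lists chosen beforehand (nitrogen control, phycobilisome, ribosomal protein, and glycogen and sugar catabolism) were not analysed here for that reason, and the labels of the mutant arrays could not be checked against the deleted gene.

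A linear model with 1 mean per group was fitted to all 12 arrays with limma 3.58.1 in R 4.3.3, and 12 comparisons were taken from it: the genotype effect in each of the 3 conditions and averaged over them, the response of each strain at 3 h and 24 h against medium with nitrogen, the change of each strain from 3 h to 24 h, and the difference between the strains in the response at each time. Variances were moderated with eBayes (prior degrees of freedom 3.08). Tests were two-sided, p-values were adjusted with the Benjamini-Hochberg method over all tested probes of a comparison, and a probe was called at an adjusted p under 0.05 with an absolute log2 fold change of at least 1. Groups of 2 arrays share 1 estimate of the spread in this design. It averages over the groups, so it can understate the spread where 1 pair varies more, as the mutant pair with nitrogen did. An exact permutation test of 2 arrays against 2 cannot give a p below 0.333. For a probe not well above background on any array of the dimmer group, only a bound was formed. It is the mean of the brighter group over the mean, in the dimmer group, of the higher of the lowest signal among probes well above background on that array and the probe's own signal, all as scaled log2 values.

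The probes named in the text were chosen by a rule fixed before the data were examined: the called probes with the largest fitted increases and decreases of the averaged genotype effect whose sign was the same in all 3 conditions. The number was held to 2 in each direction because the files do not pair the IDs with genes. The R_CRISPR probes stand outside this rule and were chosen after their values were seen. They were tested as sets with camera (preset inter-gene correlation 0.01), with fry and camera with an estimated correlation beside it, over 16 tests with Benjamini-Hochberg adjustment. The split point within R_CRISPR3 was found by least squares on the mean of the genotype effects at 3 h and 24 h, with 10000 permutations of the probe order.

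The script was tested on simulated data for all 43061 probes, in which 200 probes were changed. For the genotype effect with nitrogen, 43% of the probes changed by 1.5 on the log2 scale and 92% of those changed by 3 were recovered with 11 false calls. For the averaged genotype effect, 85% and 98% were recovered with 7 false calls. For the difference of the 3 h responses, 19% and 67% were recovered with 6 false calls. The simulated noise was normal, independent between probes and equal in all groups for a probe. The wider spread of the mutant pair with nitrogen, which all of these comparisons use, was not simulated. These figures therefore do not give the error rate of the real calls.

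Arrays lay on 2 slides, each with its own scan. All 4 arrays from medium with nitrogen were on slide 1, and all 8 arrays without nitrogen on slide 2. Responses against medium with nitrogen cannot be told apart from a slide or scan effect. Genotype comparisons and changes from 3 h to 24 h lay within a slide, but were not free of position. On slide 2 the wild type was in row 1 and the mutant in row 2, and in both strains the 3 h arrays were in columns 1 and 2 and the 24 h arrays in columns 3 and 4. On slide 1 the wild type was in columns 1 and 2 and the mutant in columns 3 and 4. Genotype and time therefore cannot be told apart from the place on the slide. A slide effect common to both strains cancels in the differences between the strains, but an effect of the row or column does not.

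Alternatives fixed before the data were examined were quantile normalization, centring on the array median, the deposited log2 values scaled to their 75th percentile, no filter on dim probes, a filter asking for signal well above background on all 12 arrays, eBayes with trend and robust settings, only the arrays of the groups compared, only the arrays of the slide holding both groups, the slide as a random block, the replicate number as a block, no minimum fold change, and leaving out each array in turn. Normexp background correction had been planned on the mean signal and was run on the median signal with an offset of 50, which was chosen after seeing the data, as were a common floor at -3.80 for all arrays and a crossed pairing of replicates. Summaries over several probes of a gene did not apply to single probes. The precision of every value is limited by the number of arrays, 2 per group.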

Results

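Transcript levels were measured in the cyanobacterium Synechocystis, substrain PCC-M, to ask how deletion of ssr3189, which the series title describes as encoding a small ribosomal protein, affects the transcriptome with nitrogen and during nitrogen starvation. There were 6 groups of 2 arrays: wild type and mutant, each in medium with nitrogen and 3 h and 24 h after transfer to medium without nitrogen. The values are log2 background-subtracted intensities relative to the 75th percentile of each array, and the tests are limma tests with Benjamini-Hochberg adjustment. Probe IDs are not paired with genes in the files, so the level of ssr3189 was not analysed here.

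Arrays differed in how much signal they carried. On mutant replicate 1 with nitrogen, 86.8% of the target probes were well above background and the median processed signal was 714. On the other 11 arrays the share lay between 45.1% and 68.9% and the median between 223 and 331. ERCC control spots, which match spike-in RNAs, were well above background at 86.4% of 420 spots on that array and at 1.90% to 16.4% on the others. Across the tested probes, which are not independent replicates, replicates correlated with r of 0.990 in the wild type with nitrogen, 0.973 at 3 h and 0.985 at 24 h. In the mutant r was 0.969 at 3 h and 0.961 at 24 h, but 0.891 with nitrogen, where the SD of the log2 difference between replicates was 0.91, against 0.28 to 0.53 in the other groups. Mutant replicate 1 with nitrogen correlated with the wild-type arrays of that medium with r of 0.876 and 0.875, and mutant replicate 2 with r of 0.954 and 0.952.

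**Figure D1:**
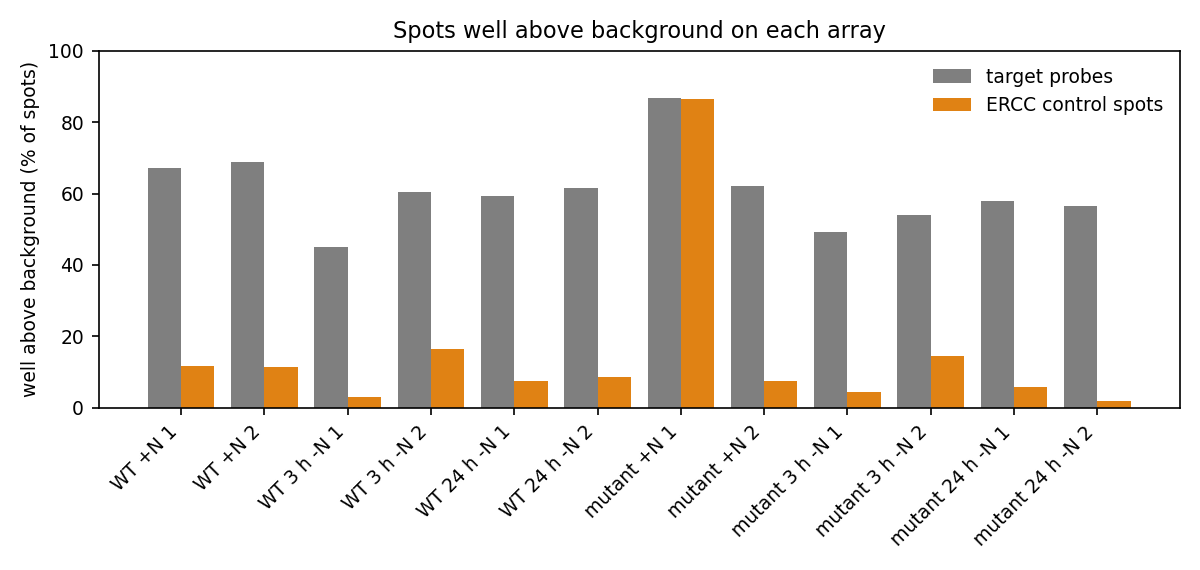
Share of spots well above background (%, vertical axis) on each of the 12 arrays (horizontal axis; +N with nitrogen, -N without, number the replicate), for target probes (grey bars) and ERCC control spots (orange bars). On mutant replicate 1 with nitrogen 86.4% of the ERCC spots were well above background, against at most 16.4% on any other array.

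The genotype effect with nitrogen asked which probes differed between the strains before starvation. It gave 910 calls, of which 257 were higher and 653 lower in the mutant. This count was moved most by which arrays entered: with only the 4 arrays compared, limma called 0 probes, with 4441 at an unadjusted p under 0.05. It was 6772 without mutant replicate 2 with nitrogen, where the balance turned to 4634 higher and 2138 lower, and 31 and 58 (30 higher, 28 lower) without wild-type replicates 1 and 2 with nitrogen. It was 327 without either wild-type replicate at 24 h. The full fit averages the wide spread of the mutant pair with nitrogen with that of the other groups, so its 910 calls may be too many. All 4 arrays were on 1 slide, the wild type in columns 1 and 2 and the mutant in columns 3 and 4. After 3 h without nitrogen, 1960 probes were called (843 higher, 1117 lower), with 530 (89 higher, 441 lower) when only the 4 arrays compared were fitted. Leaving out mutant replicate 1 or 2 at 3 h gave 1251 or 1049, leaving out wild-type replicate 1 or 2 at 3 h gave 840 or 1069 (548 higher, 521 lower, which turns the balance), and leaving out either mutant array with nitrogen gave 3059. After 24 h, 283 probes were called (137 higher, 146 lower), and 2 with only the arrays compared. Without mutant replicate 1 at 24 h the count was 110 (16 higher, 94 lower), without wild-type replicates 1 and 2 at 24 h it was 82 (19 higher, 63 lower) and 146 (52 higher, 94 lower), without either wild-type array with nitrogen it was 136 (43 higher, 93 lower), and without either mutant array with nitrogen it was 732, so the near-even balance did not hold when most of these arrays were left out.

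Of the probes called at 3 h, 121 were called in the same direction at 24 h and 6 in the opposite direction, against 6.5 in the same direction if the calls were independent across probes. The overlap of the calls with nitrogen and at 3 h was 277 in the same direction against 22 (4 opposite), and that of the calls with nitrogen and at 24 h was 27 against 3 (2 opposite). These comparisons contrast different arrays, but every array enters the 1 variance per probe behind all of them, so the calls are not independent, and the counts under independence here and below are only a reference.

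Averaged over the 3 conditions, the genotype effect gave 1198 calls, with 497 higher and 701 lower in the mutant, and 1017 of them (84.9%) had the same sign in all 3 conditions. The count was 2124 without mutant replicate 2 with nitrogen, where the balance turned to 1312 higher and 812 lower, and stayed within 1.5 times the full count when any other array was left out. Restricting the test to probes well above background on all 12 arrays gave 238 calls, of which 24 were higher and 214 lower.

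The 4 probes named here by the rule given with the processing were not well above background on most or all arrays of the dimmer strain, so their fitted averaged folds have no measured size and no order, and only bounds are given. Probe SYN-CR-76-37093 was lower in the mutant in the averaged effect (limma adjusted p 5.18e-03). Its scaled log2 signal in the wild type was 3.97 ± 0.01 (SD, n = 2) with nitrogen, 3.93 ± 0.18 at 3 h and 3.97 ± 0.09 at 24 h. In the mutant it was not well above background on any array without nitrogen, where it was at least 51.6-fold lower at 3 h (limma adjusted p 0.0428) and at least 68.4-fold lower at 24 h (limma adjusted p 0.107, not called). With nitrogen the mutant replicates disagreed, at -5.78, the floor of that array, on replicate 1 and at 2.26, well above background, on replicate 2, and the difference from the wild type was not called (limma adjusted p 0.152). Probe SYN-CR-76-7515 was also lower in the averaged effect (limma adjusted p 9.11e-05). In the wild type its signal was -1.82 ± 0.62 (SD, n = 2) with nitrogen, 1.84 ± 0.55 at 3 h and 3.29 ± 0.73 at 24 h. It was not well above background on any mutant array, and the mutant was at least 2.19-fold lower with nitrogen, at least 12.1-fold lower at 3 h and at least 42.8-fold lower at 24 h, each called by limma (adjusted p 0.0284, 5.42e-04 and 3.51e-04).

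The named probes that rose were dim. Probe SYN-CR-76-43562 was called higher in the averaged effect (limma adjusted p 5.86e-03) and was not well above background on any wild-type array. With nitrogen it was at least 3.47-fold higher in the mutant (limma adjusted p 0.0163), at -0.02 and -2.19 on the mutant replicates. This bound uses the mean of both replicates. On replicate 1, the higher one, 86.4% of the ERCC control spots were also well above background. At 3 h and 24 h it was not well above background in either strain and was not called. Probe SYN-CR-76-60276 was called higher in the averaged effect (limma adjusted p 2.61e-03) and was not well above background on any wild-type array either. It was at least 1.92-fold higher with nitrogen (limma adjusted p 0.0614, not called) and at least 1.80-fold higher at 24 h (limma adjusted p 0.0475), and at 3 h limma called it (adjusted p 0.0394) although it was not well above background in either strain, so that call rests on background signal. The bound of SYN-CR-76-60276 with nitrogen also averages in mutant replicate 1, at -1.57 there and -2.36 on replicate 2. After normexp correction neither rise reached the fold minimum, with fitted averaged log2 values of 0.80 and 0.79.

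**Figure D2:**
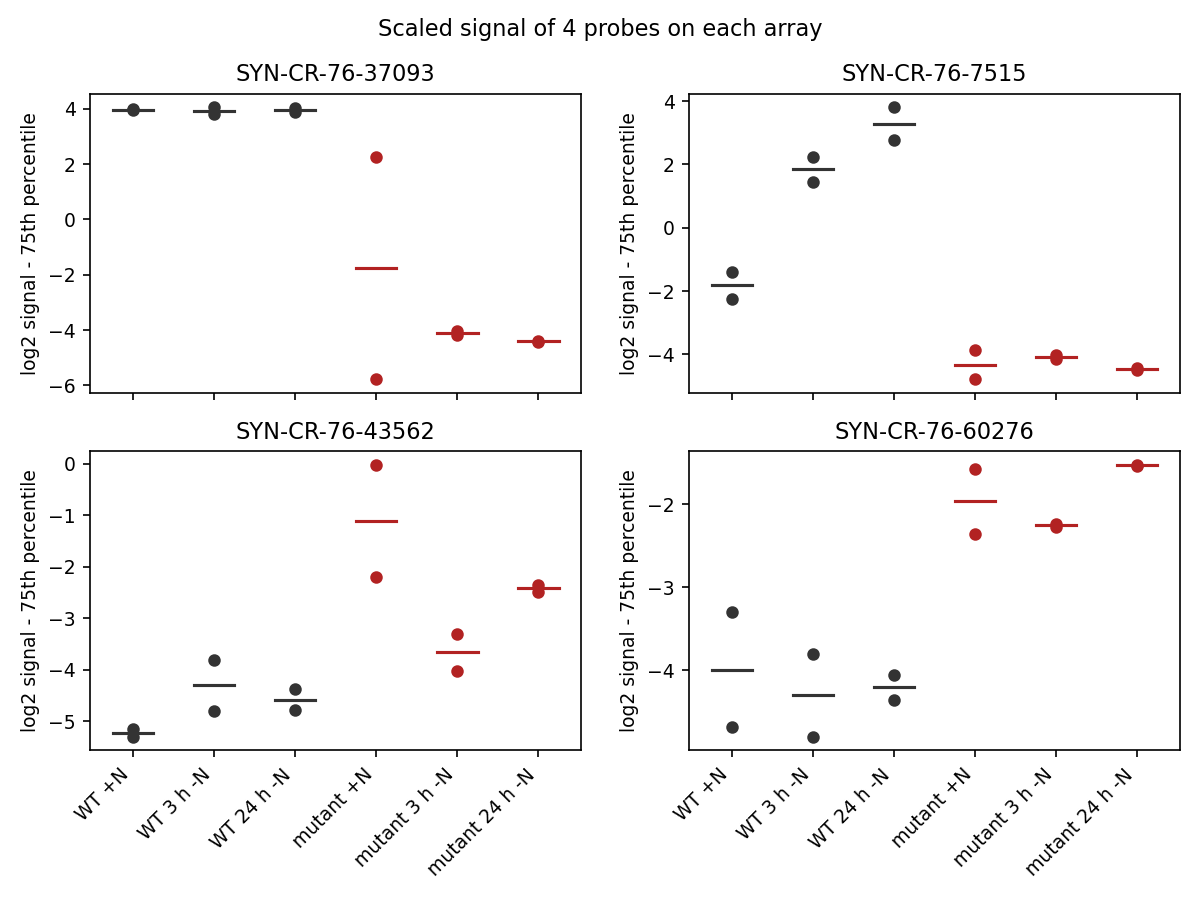
Scaled log2 signal (vertical axis, log2 signal minus the 75th percentile of the array; the range differs between panels) of 4 probes on each array (points) with the mean of each group (lines), wild type in black and mutant in red. SYN-CR-76-37093 lies near 3.97 in the wild type with nitrogen and at -5.78 (the floor of the array) and 2.26 on the mutant replicates of that medium.

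The response to nitrogen removal was compared within each strain. In the wild type, 5911 probes were called at 3 h (2075 higher, 3836 lower) and 11982 at 24 h (4852 higher, 7130 lower). In the mutant, 6878 were called at 3 h (2965 higher, 3913 lower) and 10974 at 24 h (4344 higher, 6630 lower). The arrays with and without nitrogen were on different slides and scans, so this response and the slide cannot be told apart. The deposited log2 values gave 1250, 4093, 1216 and 3781 calls in the same order, and the mutant count at 3 h was lowest, at 1046 (241 higher, 805 lower), when only the 4 arrays compared were fitted. The wild-type count at 3 h was 2637 and 2113 without wild-type replicates 1 and 2 with nitrogen and 3650 without wild-type replicate 1 at 3 h. The mutant count at 3 h was 11378 without mutant replicate 2 with nitrogen and 4578 without mutant replicate 1 at 3 h. At 3 h, 3142 probes were called in the same direction in both strains and 25 in opposite directions, against 491.5 in the same direction if independent. At 24 h these counts were 7609 and 25, against 1587.3. Where every array was centred on its median, the mutant count at 3 h split into 5519 higher and 2596 lower. With only the probes well above background on all 12 arrays, the 3 h response split into 1465 higher and 768 lower in the wild type and 2197 higher and 691 lower in the mutant, so the balance of rises and falls depended on the scaling and on the filter.

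Between 3 h and 24 h, arrays of 1 slide were compared, with the 3 h arrays in columns 1 and 2 and the 24 h arrays in columns 3 and 4 in both strains, so this change and the slide column cannot be told apart. The wild type gave 14361 calls (7077 higher, 7284 lower) and the mutant 14131 (6526 higher, 7605 lower). Of these, 10540 were called in the same direction in both strains, which is 73.4% of the wild-type calls, 79 were called in opposite directions, and 2359 would be shared in the same direction if independent. Leaving out any 1 array kept the counts between 12139 and 15054 in the wild type and between 12500 and 14851 in the mutant.

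**Figure D3:**
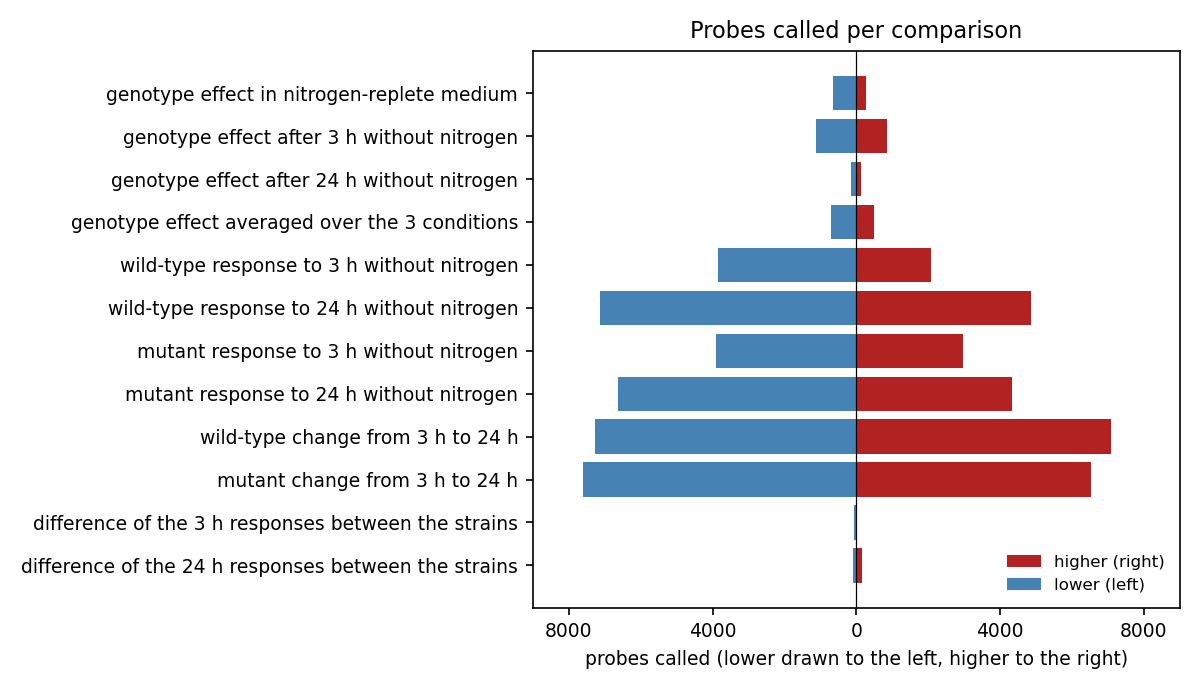
Number of probes called (horizontal axis, probes) in each of the 12 comparisons (vertical axis), with higher calls to the right in red and lower calls to the left in blue. The change from 3 h to 24 h gave 14361 calls in the wild type, and the genotype effect at 24 h gave 283.

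Whether the strains responded differently was tested as the difference of their responses. It gave 92 calls at 3 h (22 higher, 70 lower in the mutant) and 256 at 24 h (164 higher, 92 lower). The direction depended on the processing: at 24 h the calls were 54 higher and 68 lower with the replicate block, 11 and 12 with no filter and 2494 and 3575 without mutant replicate 2 with nitrogen, and at 3 h they were 21 and 14 with the deposited values and 14 and 9 with probes well above background on all 12 arrays. At 3 h the count was 0 without wild-type replicate 1 with nitrogen and 0 without wild-type replicate 2 with nitrogen, where limma gave 3242 and 3477 probes at an unadjusted p under 0.05, and it was 753 and 4701 without mutant replicates 1 and 2 with nitrogen. It was 10 without mutant replicate 2 at 3 h, 13 without either wild-type replicate at 24 h and 60 without wild-type replicate 1 at 3 h. At 24 h every array left out moved the count by more than 1.5 times. It was 14 and 10 without wild-type replicates 1 and 2 with nitrogen, 1106 and 6069 without mutant replicates 1 and 2 with nitrogen, 0 and 58 without mutant replicates 1 and 2 at 24 h (with 4987 probes at an unadjusted p under 0.05 by limma at the count of 0), 3 and 60 without wild-type replicates 1 and 2 at 24 h, 76 without either mutant array at 3 h and 86 without either wild-type array at 3 h.

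Probes named R_CRISPR, chosen for a closer look after their values were seen, were lower in the mutant as sets. The median averaged log2 fold change was -0.58 over 19 tested R_CRISPR1 probes, -1.13 over 31 R_CRISPR2 probes and -1.69 over 37 R_CRISPR3 probes, with 17, 31 and 36 probes below 0. With camera, the adjusted p of limma's set test was 1.35e-09, 3.54e-25 and 1.47e-18. With fry it was 9.90e-04, 1.62e-04 and 0.0106, and with camera and an estimated correlation it was 0.136, 0.0506 and 0.185, so no set passed 0.05 under the last test. R_CRISPR1 changed sign to 0.46 when dim probes were not filtered out, and R_CRISPR2 was then at -0.73. All 3 medians stayed below 0 under each scaling tried. They were -0.70, -1.25 and -1.82 when centred on the array median, and shrank to -0.43, -0.51 and -0.79 with the deposited values and to -0.51, -0.82 and -1.20 with normexp and the 75th percentile. For R_CRISPR3, the median with nitrogen was -1.46, and -0.40 and -2.52 without mutant replicates 1 and 2 of that medium. In the single conditions, limma called 7 of the 37 R_CRISPR3 probes lower at 3 h, and 0 with nitrogen and 0 at 24 h, where 30 and 25 had an unadjusted p under 0.05. The fry adjusted p of R_CRISPR3 was 0.0627 with nitrogen and 0.0765 at 3 h and at 24 h, so this set passed 0.05 under fry for the averaged effect only. The 6 tested R_LEADER probes had a median averaged log2 fold change of 0.03 and a mean of -0.18, which differ in sign, with a camera adjusted p of 0.130 and a fry adjusted p of 0.0166.

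The decrease of R_CRISPR3 was uneven along the probe numbers. A single split of the mean effect at 3 h and 24 h fell best after number 12, with a mean log2 fold change of -0.33 up to 12 and -1.91 from 13 on, and explained 66.2% of the variance over 37 probes (permutation p 1e-04, the smallest that 10000 permutations can give). For R_CRISPR1 and R_CRISPR2 the best split explained 27.5% (permutation p 0.07) and 7.54% (permutation p 0.6). Mutant arrays without nitrogen gave a difference between high and low numbers of -1.69 and -1.60 at 24 h and -1.85 and -1.93 at 3 h. With nitrogen the difference was -1.10 on replicate 1 and -0.14 on replicate 2. In the averaged effect it was -1.44, and -0.78 with the deposited values and -0.99 and -1.09 with normexp and the 75th percentile or quantile normalization. The wild-type replicates of each condition differed from each other by at most 0.31 in this measure.

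**Figure D4:**
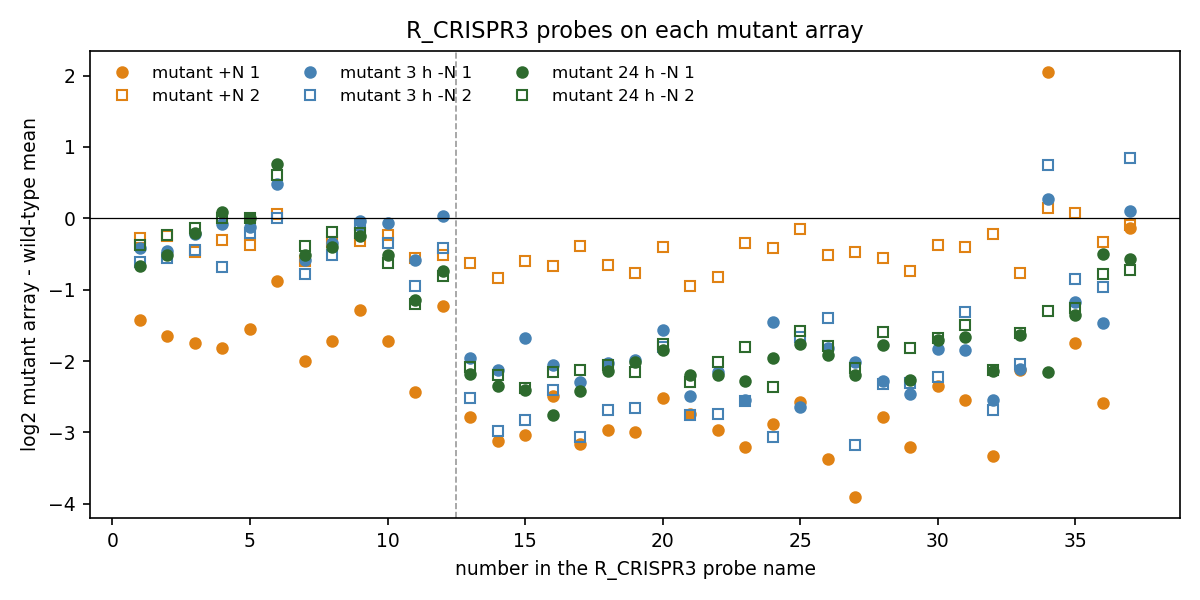
Log2 ratio of each mutant array to the wild-type mean of the same condition (vertical axis) for each tested R_CRISPR3 probe by the number in its name (horizontal axis), with colours for the condition, filled circles for replicate 1 and open squares for replicate 2. The dashed line lies between numbers 12 and 13, where the mean over both times without nitrogen went from -0.33 to -1.91.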

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

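Of the tests in this part, those on the control spots were chosen after the result was seen, and those on leaving out mutant replicate 1 were written before.

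The difference of the responses between the strains was flagged because it was tested directly and gave calls, 92 at 3 h and 256 at 24 h. Both counts use the mutant arrays with nitrogen, which disagreed more than any other pair. Without mutant replicate 1 with nitrogen the counts rose to 753 and 1106. The rise in counts does not settle whether that array alone made the calls. Leaving it out also takes the spread of the pair out of the fit. The fold changes were looked at as well. Without that array, all 92 calls at 3 h and 254 of the 256 at 24 h kept their direction. Each of these kept an absolute log2 difference of at least 1. These fold changes cannot decide it, because the calling already selects for them. A probe that was off on that array alone would also have a wide spread in its pair. Such a probe was unlikely to be called in the full fit. The fold changes also rest on mutant replicate 2 as the only mutant array with nitrogen. Against a firm reading of either count, the same fit gave 0 calls at 3 h without either wild-type array with nitrogen, and 14 or 10 at 24 h. A poor agreement of the mutant pair as a whole stays open as a technical source, and a response that differs between the strains stays open as a biological one. Slide and medium are confounded, though a slide effect common to both strains cancels in this difference. An effect of the place on a slide does not cancel, since the strains lay in different columns of slide 1 and different rows of slide 2. The direction was not stable either: the 24 h calls were 164 higher and 92 lower, but 54 and 68 with the replicate block.

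Control spots carried signal on 1 array. On mutant replicate 1 with nitrogen, 86.4% of the ERCC spots were well above background, against at most 16.4% on the others, and 75% of the DCP spots against at most 2.78%. The negative-control spots had a median raw signal of 726 there, the highest of slide 1 (494, 591 and 625 on its other arrays). A glow over the whole array would raise all spots alike, but the ERCC spots exceeded the negative-control spots by 419 in median raw signal, against -16 to 85 on the others, with an SD of 22.7 among the negative-control spots of this array, which argues against it. Stronger labelling or scanning of the same mixture would leave the signal of the ERCC spots relative to the 75th percentile of the target probes as it is on this array. Judged by target probes of that relative signal, 72.5% of the ERCC spots should then be well above background on mutant replicate 2 with nitrogen, where 7.62% were, and 33.0% to 81.9% on the other 11 arrays, where 1.90% to 16.4% were, which argues against it. Binding of labelled RNA to probes it does not match, a different state of the RNA, or added control RNA were not tested, and no biological explanation was tested.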

How the results depend on the processing

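The normexp settings, the common floor, the crossed pairing and every value on R_CRISPR probes were chosen after the data were seen, and the other settings before. Counts within 1.5 times the reported one are not listed, and where no cause is given the cause was not tested.

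Genotype effects are listed with nitrogen, at 3 h, at 24 h and averaged, and responses in the wild type at 3 h and 24 h and in the mutant at 3 h and 24 h. The deposited log2 values gave 267, 268 and 137 genotype calls (with nitrogen, at 3 h and averaged), 1250, 4093, 1216 and 3781 responses, 3837 and 4344 changes from 3 h to 24 h (wild type, mutant) and 35 differences of the 3 h responses. These values follow a signal without background subtraction, which compresses folds, and carry an intensity-dependent offset per array. The effect of each was not tested apart. Normexp with the 75th percentile gave 713 genotype calls at 3 h and 367 averaged, responses of 2301, 7110, 2966 and 6761, changes of 7440 and 8229, and differences of 28 and 510. Normexp with quantile normalization gave 577, 772 and 358 genotype calls (with nitrogen, at 3 h and averaged), responses of 2126, 6918, 2794 and 6683, changes of 7580 and 8171, and differences of 25 and 573.

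With only the 23740 probes well above background on all 12 arrays, genotype calls were 502 at 3 h, 64 at 24 h and 238 averaged, responses 2233, 5701, 2888 and 5211, changes 6488 and 6773, and differences 23 and 420. Fewer probes were tested there. With no filter and 61015 probes, genotype calls were 338, 1252 and 129 in the 3 conditions, and differences 0 (5264 at an unadjusted p under 0.05 by limma) and 23. The other 7 counts stayed within 1.5 times without a filter. The 17954 probes that reached signal well above background in no group on both arrays cannot be judged here.

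With only the arrays of the groups compared, genotype calls were 0, 530 and 2, mutant responses 1046 and 5196, and differences 0 and 0. Fewer arrays stood behind the spread, but the wild-type responses did not fall (7040 and 13118). The mutant pair with nitrogen varied more than the other pairs, and the full fit averages its spread with theirs. Calls of the full fit that use this pair may therefore be too many. The genotype effect at 24 h, which fell to 2, does not use it. At the counts of 0, limma gave 4441, 4179 and 5538 probes at an unadjusted p under 0.05. With only the arrays of slide 1, the genotype effect with nitrogen was also 0 (4441 at an unadjusted p under 0.05 by limma). Quantile normalization gave differences of 153 and 422, centring on the median 47 at 3 h, eBayes with trend and robust settings 504 at 24 h, and the common floor 213 and 386. Without a minimum fold change the averaged genotype effect gave 4702 calls and the 3 h responses 9546 in the wild type and 11447 in the mutant.

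The replicate numbers did not pair the samples: the correlation of the replicate differences between groups lay between -0.18 and 0.15. The replicate block gave 54 and 122 differences of the responses and changed no other count by more than 1.5 times. The correlation of -0.18 was between the mutant arrays with nitrogen and at 3 h, and a crossed pairing there left the 3 h response of the mutant within 1.5 times. The slide as a random block was not run, because the group means already hold the slide. Summaries over the probes of a gene, gene list tests and normexp on the mean signal were not run.

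Leaving out 1 array in turn, where a lone array is assumed to vary like the other groups, gave genotype calls of 31 to 6772 with nitrogen, 840 to 3059 at 3 h, 82 to 732 at 24 h and 866 to 2124 averaged. Responses ranged from 2113 to 6906 and 9505 to 12656 in the wild type and from 4578 to 11378 and 9555 to 13552 in the mutant. Changes ranged from 12139 to 15054 and 12500 to 14851, and differences from 0 to 4701 and 0 to 6069.

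Centring on the median shifted the median of all probes by -0.25 (genotype effect with nitrogen) to 0.27 (mutant response at 3 h), and quantile normalization by -0.11 (genotype effect with nitrogen) to 0.15 (mutant response at 24 h), so directions are relative to the scaling. Under median centring, the share of higher calls was 11.6% with nitrogen (28.2% as reported), 31.0% at 3 h (43.0%) and 26.0% averaged (41.5%). In the responses it was 48.9% in the wild type at 3 h (35.1%), 68.0% in the mutant at 3 h (43.1%) and 57.4% in the mutant at 24 h (39.6%). Under quantile normalization it was 31.4% at 3 h, 37.6% at 24 h (48.4%), 26.1% averaged, 52.8% in the mutant response at 24 h and 47.7% in the difference at 3 h (23.9%). Normexp with quantile normalization gave 12% at 3 h, 23.7% averaged, 50.1% in the mutant response at 24 h and 36.0% in the difference at 3 h. Normexp with the 75th percentile gave 11.1% at 3 h, 33.8% at 24 h, 21.3% averaged, 51.5% and 53.8% in the 3 h responses and 35.7% in the difference at 3 h. The deposited values gave 6.34% at 3 h, 29.9% at 24 h, 27.0% averaged and 60.0% in the difference at 3 h. With probes well above background on all 12 arrays it was 16.9%, 24.3%, 29.7% and 10.1% in the genotype effects, 65.6% and 76.1% in the 3 h responses, 33.1% (49.3%) and 32.7% (46.2%) in the changes, and 60.9% and 85.0% (64.1%) in the differences. In the genotype effect at 24 h it was 38.4% under median centring, 30.2% with no filter and 34.8% with only slide 2. With only the arrays compared it was 16.8% in the genotype effect at 3 h, 0% of 2 calls at 24 h and 23.0% in the mutant response at 3 h, and without a minimum fold change 53.6% in that response. In the differences it was 13% and 44.3% with the replicate block, 35.7% at 3 h with the common floor and 47.8% at 24 h with no filter. Leaving out 1 array gave 17.4% to 68.4% in the genotype effect with nitrogen, 38.1% to 51.3% at 3 h, 14.5% to 47.7% at 24 h and 35.7% to 61.8% averaged, and, where any probe was called, 0% to 46.6% and 10% to 58.0% in the differences. Other shares moved by less than 10 percentage points.

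The 2 named probes that fell were called in every setting in which they were tested. The 2 that rose dropped below the fold minimum under both normexp settings and the deposited values, at 0.78 to 0.81 and at 0.41 and 0.35. The R_CRISPR2 and R_CRISPR3 medians and the R_CRISPR3 step of the averaged effect shrank to -0.51, -0.79 and -0.78 with the deposited values. R_CRISPR1 reversed without a filter, to 0.46 averaged, 0.87 with nitrogen, 0.21 at 3 h and 0.25 at 24 h, with its dim probes included.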

Other observations

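The tests in this part were chosen after the results were seen, except those of a local defect on the arrays, of lower sensitivity of the mutant arrays and of other splits of the arrays, which were written before.

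The averaged genotype effect was compared with other splits of the arrays within each condition. Of 108 possible splits, 100 were drawn, the real one included, and 1 of the 100, the real one, gave as many as 1198 calls. The highest of the others gave 371. A random grouping is thus an unlikely source of the count, though 1 of 100 is the smallest share this draw can give. Most other splits put both strains in 1 group, which widens the spread there. The test therefore shows that arrays of 1 strain resemble each other within a condition, whatever the cause. The row of slide 2 and the columns of slide 1 follow the genotype and are not excluded by it.

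More probes were lost than gained in the mutant. On the 8 arrays without nitrogen, 123 probes were well above background on all 4 wild-type arrays and on none of the mutant arrays, and 12 the other way round. Divisions of these 8 arrays that took 1 array of each group gave 0 to 43 such probes. Over all 12 arrays the counts were 8 and 0. By fitted fold, 44 probes were at least 8-fold lower in the mutant at both times and 0 at least 8-fold higher. Lower sensitivity of the mutant arrays cannot be told apart from a loss of transcripts, since mutant values at the floor would give the same excess. The share of probes well above background was 45.1% to 61.6% on the wild-type arrays without nitrogen and 49.3% to 57.8% on the mutant arrays. A local defect stays open: the 123 lost probes had a mean distance to the nearest of them of 125 position units, against a median of 134 in 10000 random sets (permutation p 0.11). A loss of transcripts in the mutant, or of sequence that the strains do not share, may also underlie the pattern, and neither was tested, since the probes carry no gene names.

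At bright probes lost in the mutant without nitrogen, mutant replicate 2 with nitrogen kept part of the wild-type signal. The 4 probes well above background in every wild-type array, with a scaled log2 signal above 0 in the wild type with nitrogen and a ratio of at most 0.1 at both times, lay between 0.31 and 0.41 of the wild-type signal on that array, with an SD of the log2 ratio of 0.17. On replicate 1 they lay at 0.16 or below. A candidate explanation is 1 share of wild-type material in that sample. It cannot be told apart from 1 transcript measured by all 4 probes, which alone would give 1 ratio. At the R_CRISPR3 probes numbered 13 and above, the median ratio on that array was 0.72, with a bootstrap interval of 0.64 to 0.77. A share of 0.35 added to the signal left on replicate 1 or on the arrays without nitrogen would give 0.44 or 0.49. The observed ratio is higher than both, but the signal left in that sample is not known, so this cannot be told apart either. Whether this culture was mixed or had kept copies of the gene was not tested.

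The step of R_CRISPR3 between numbers 12 and 13 was weighed against 4 technical sources. A lower level of the whole set would leave no relation to the probe number, but no permutation of the probe order gave as good a split, with the split point chosen anew each time (permutation p 1e-04, the smallest that 10000 permutations can give). Loss of signal at dim probes would spare bright ones, but bright probes alone gave a median step of -1.73 over the 6 mutant arrays. Bright means a scaled log2 signal of at least 2 in the wild type. Above number 12 this left 4 probes at 3 h, 7 at 24 h and 14 with nitrogen. On mutant replicate 2 with nitrogen their step was -0.35. The wild-type level with nitrogen fell with the number (Spearman correlation -0.82), so number and brightness went together. A local defect is argued against by the placing of the 25 probes with high numbers, whose mean nearest distance was 316 against a median of 311 in random sets (permutation p 0.55). The row of slide 2 that holds the mutant cannot be told apart from the genotype there, and slide 1, where the columns follow the genotype, did not settle it, since the step was -1.10 on mutant replicate 1 and -0.14 on replicate 2. A different set of these sequences, or a different processing of their transcript in the mutant, may be hypotheses to follow, and they remain untested.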
